A study of Homo sapiens with 8 samples. Its data were reported in "Transcription Factors OVOL1 and OVOL2 Induce the Mesenchymal to Epithelial Transition in Human Cancer" (2013).

How the data were processed

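Each of 8 samples was measured on 1 Affymetrix expression array with 54675 probe sets. The authors made log2 values with the RMA method of the affy package, and these deposited values were used without change. The groups were PC3-Epi (1 array), the EMT lines (3 arrays), Scr (2 arrays) and sh4 (2 arrays), and the replicate number in the labels is the number of the cell line, so it pairs the arrays of 1 line. The untransduced and the transduced arrays had been scaled apart, as their medians and their 27 bacterial control probe sets show, so Scr against EMT, the 1 comparison of levels between these sets, is confounded with the scaling. No cultures are described as replicates, and the p-values measure the spread between these lines and arrays, which can be technical.

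Of the probe sets, 62 were controls, 41091 were annotated with 1 gene symbol, 1801 with several and 11721 with no symbol. Those with 1 symbol gave 19775 genes, each represented by the probe set with the highest mean over all 8 arrays. Gene names were matched by Entrez number to a human gene table, which also gave the order of neighbouring genes and the density of genes. Genes entered a comparison where at least 1 of its arrays was at log2 5 or above. A few genes of the lists were not analysed here.

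Differences were computed in R 4.3.3 with limma 3.58.1, with eBayes and Benjamini-Hochberg adjustment over all genes kept and a threshold of 0.05. For EMT against PC3-Epi, the 4 untransduced arrays were fitted by group. The 3 lines give 2 residual degrees of freedom, to which eBayes added a prior of 3.87, and the lone PC3-Epi array was assumed to vary like the EMT lines. For sh4 against Scr and Scr against EMT, the 6 arrays of PC3-EMT1 and PC3-EMT14 were fitted by group with the line as a block, which gives 2 residual degrees of freedom and a prior of 5.38. Genes that differed 2-fold or more in the same direction in every line were counted beside the test. Reversed genes had to pass this rule in all 3 EMT lines and, in the opposite direction, in both sh4 comparisons. Fisher's exact test across genes, two-sided, and the number expected of independent lists describe the overlap. Chance overlap between comparisons that share the PC3-Epi array was simulated 20 times with unchanged lines that had the observed spread.

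The gene lists, the comparisons and the tests of genes and lists were fixed before the data were examined, and some tests of explanations were chosen later. The 17 lists were epithelial junctions, epithelial regulators, keratins, epithelial proteases and trafficking, EMT transcription factors, mesenchymal cytoskeleton and adhesion, extracellular matrix, invasion proteases and inhibitors, the TGF-beta and BMP pathway, interferon response, inflammatory cytokines, macrophage markers, proliferation, prostate lineage, hypoxia and glycolysis, unfolded protein and amino acid stress, and reference genes. They were tested with camera at a preset correlation between genes of 0.01, adjusted over 51 tests (17 lists in 3 comparisons), and again with an estimated correlation and with fry. A test without EHF and OVOL2, which the study picked on these arrays, was added after the results were seen. camera compares a list with the other genes, whereas fry asks whether its genes move on balance in 1 direction.

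The rule for naming genes was also fixed beforehand. It names markers of the transition and genes the study names, the 10 largest rises and 10 largest falls of EMT against PC3-Epi and the 8 and 8 of sh4 against Scr among genes that passed the test and the 2-fold rule, the 8 most reversed genes and the 4 members of each list with the largest difference. Fewer than 10 or 8 are given where fewer passed. Loci without a gene name were passed over. The 4 and 4 genes the rule gives for Scr against EMT are not reported, because that comparison is confounded with the scaling. The genes CLDN4, CLDN1, PRSS8, GRHL3, TYMS, ENO2, MARVELD2, MAP7, IL6, TNFAIP3, IL37 and NEDD9, which the rule does not give, were chosen after their values were seen.

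Alternatives comprised no filter and a filter at log2 7, the mean of a gene's probe sets and every probe set separately, median centring, quantile normalization and cyclic loess of the 8 arrays, 32 added on the linear scale, limits of 1.5-fold and 3-fold, eBayes with a trend or robust, fits without the line block, with the line as a random block or with fewer arrays, and leaving out each array or pair in turn. Neighbouring genes were examined in windows of 50 genes in steps of 10, against 1000 shuffles of the gene order. List medians in single lines were set against 10000 random lists of the same size.

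The fits were tested on simulated data with 200 changed genes in 5 runs. For EMT against PC3-Epi, 36.4% of 2-fold and 94.6% of 4-fold changes were recovered, with 8 false calls among 139. For sh4 against Scr, the values were 90.2% and 99.4%, with 14.6 false calls among 204.2, and with the 4 transduced arrays alone 14% and 94.4%. The fit of 4 arrays made 118.4 calls on average in the simulations but 0 in the data, so these rates may not carry over. Probe sets with no symbol or several were left out of the comparisons of genes.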

Results

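Transcript levels were measured with Affymetrix oligonucleotide arrays in 8 samples of prostate cancer cells. PC3-Epi is an epithelial derivative of the PC3 line, and PC3-EMT1, PC3-EMT12 and PC3-EMT14 are mesenchymal lines derived from PC3-Epi cells that had been cultured with macrophages. PC3-Epi was measured on 1 array and the EMT lines on 3. Lines PC3-EMT1 and PC3-EMT14 were also each measured after transduction with a scrambled shRNA (Scr, 2 arrays) and with an shRNA against ZEB1 (sh4, 2 arrays). Nothing in the labels says that the arrays of a group are separate cultures beyond being separate lines, so the p-values measure only the spread between these arrays. The number of arrays limits the precision, and PC3-Epi has no replicate.

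The arrays formed 2 sets that had been scaled apart. The median log2 value lay between 4.33 and 4.35 on the 4 untransduced arrays and between 6.19 and 6.23 on the 4 transduced arrays. The medians of the bacterial control probe sets lay between 2.44 and 2.63 in the first set and between 3.68 and 3.82 in the transduced set. Levels were therefore compared within a set, except for Scr against the untransduced lines, which is confounded with the scaling. The standard errors and p-values of sh4 against Scr come from 6 arrays of both sets. They therefore also hold the mismatch between the sets in the difference between the 2 lines.

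**Figure D1:**
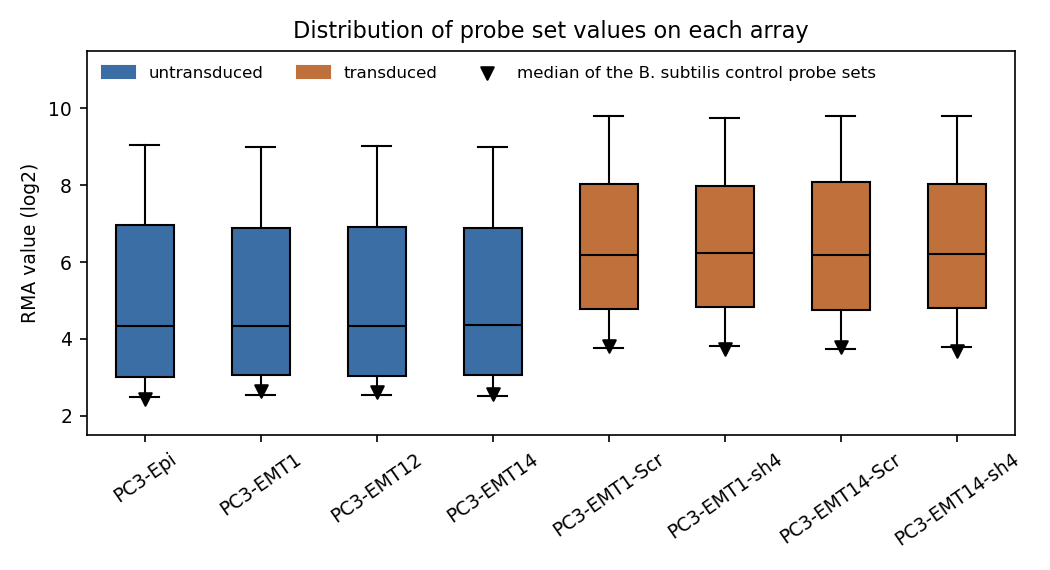
Log2 RMA values of all probe sets other than controls on each of the 8 arrays, with the array on the x axis; boxes span the 25th to the 75th percentile with the median as a line, whiskers reach the 10th and 90th percentiles, and triangles mark the median of the B. subtilis control probe sets. The 4 transduced arrays have medians from 6.19 to 6.23, above the 4.33 to 4.35 of the untransduced arrays.

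The mesenchymal lines were compared with PC3-Epi to ask which transcripts differ after the epithelial-to-mesenchymal transition. ESRP1, an epithelial regulator of RNA splicing, fell by 8.13 ± 0.19 on the log2 scale (SE from limma, n = 3 EMT lines against 1 PC3-Epi array, adjusted p = 6.3e-05), and CDH1, the adherens junction protein E-cadherin, fell by 7.74 ± 0.34 (adjusted p = 0.000241). ZEB1, a transcriptional repressor of epithelial genes, rose by 3.73 ± 0.25 (adjusted p = 0.000749), with differences of 3.73, 4.04 and 3.43 in PC3-EMT1, PC3-EMT12 and PC3-EMT14. The 3 other ZEB1 probe sets differed by 1.21, 2.36 and 0.69. VIM, the intermediate filament protein vimentin, rose by 1.91 ± 0.14 (adjusted p = 0.00101).

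Other large falls were those of S100A14, a calcium-binding S100 protein (-7.42 ± 0.27), RAB25, a small GTPase of recycling endosomes (-5.95 ± 0.16), CALB1, the calcium buffer calbindin (-5.93 ± 0.24), and LCN2, the siderophore-binding lipocalin (-5.83 ± 0.14). CAMK2N1, an inhibitor of calmodulin-dependent kinase, fell by 5.79 ± 0.38, and S100A9, a calprotectin subunit, fell by 5.69 ± 0.22. The transcription factors EHF and OVOL2 fell by 5.67 ± 0.16 and 5.57 ± 0.21, OVOL1 fell by 3.18 ± 0.14, and the adhesion molecule EPCAM fell by 3.35 ± 0.26. ANKRD22 fell by 3.74 ± 0.14. UBE2QL1, which encodes a protein related to ubiquitin-conjugating enzymes, rose by 8.47 ± 0.15 (adjusted p = 3.62e-05). HSD17B2, an oxidising enzyme of sex steroids, rose by 6.49 ± 0.28, EPB41L3, a linker of membrane and cytoskeleton, by 5.75 ± 0.19, PLAT, the tissue plasminogen activator, by 5.33 ± 0.18, and the tetraspanin TSPAN8 by 5.05 ± 0.15. TMEM200C (4.76 ± 0.35), the long non-coding RNA LINC00261 (4.64 ± 0.51), the aldehyde dehydrogenase ALDH2 (4.43 ± 0.36), the pseudogene AADACP1 (4.07 ± 0.28) and the adrenergic receptor ADRB1 (4.07 ± 0.53) also rose. ADRB1 rests on 1 of 3 probe sets, and the others stood at 0.22 and 0.21. The other probe sets of OVOL2, OVOL1 and TMEM200C stood at 0.10, -0.88 and 0.42, and those of EHF between -2.03 and -0.15. Those of CALB1 (-5.07), ANKRD22 (-4.09), UBE2QL1 (5.74), CAMK2N1 (-4.20 and -2.30) and EPB41L3 (5.24 and 5.48) also differed widely, in the direction given. EHF, OVOL2, ANKRD22 and TSPAN8 were named by the study from these arrays and are not independent evidence of their direction.

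Of 11921 genes tested, 936 differed 2-fold or more in the same direction in all 3 EMT lines, 352 higher and 584 lower. limma called 3496 genes at an adjusted p under 0.05, 1661 higher and 1835 lower, and 929 of the 936 were among them. Without PC3-EMT14, 1841 genes were called. The 3 comparisons shared the PC3-Epi array. Their log2 differences correlated across genes with a mean Pearson r of 0.937 (covariance 0.591), against 0.498 (covariance 0.0433) in 20 simulations of unchanged lines set against 1 control, where 14.7 genes on average passed the 2-fold rule. Independent lists of the observed sizes would share 1.28 higher and 5.69 lower genes, and part of the excess may come from the shared control. ESRP1 and CDH1 stood at 3.02 and 3.56 in the EMT lines, under the highest bacterial control probe set of 4.56, as did RAB25, CALB1, CAMK2N1, S100A9, EHF, OVOL2 and OVOL1. In PC3-Epi, ZEB1 (3.08), UBE2QL1 (3.25), HSD17B2 (2.92), EPB41L3 (3.43), TSPAN8 (3.60), TMEM200C, ALDH2, AADACP1 and ADRB1 also lay under it, so the sizes and the order of these falls and rises are taken against background. A dimmer CDH1 probe set fell by 1.64.

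**Figure D2:**
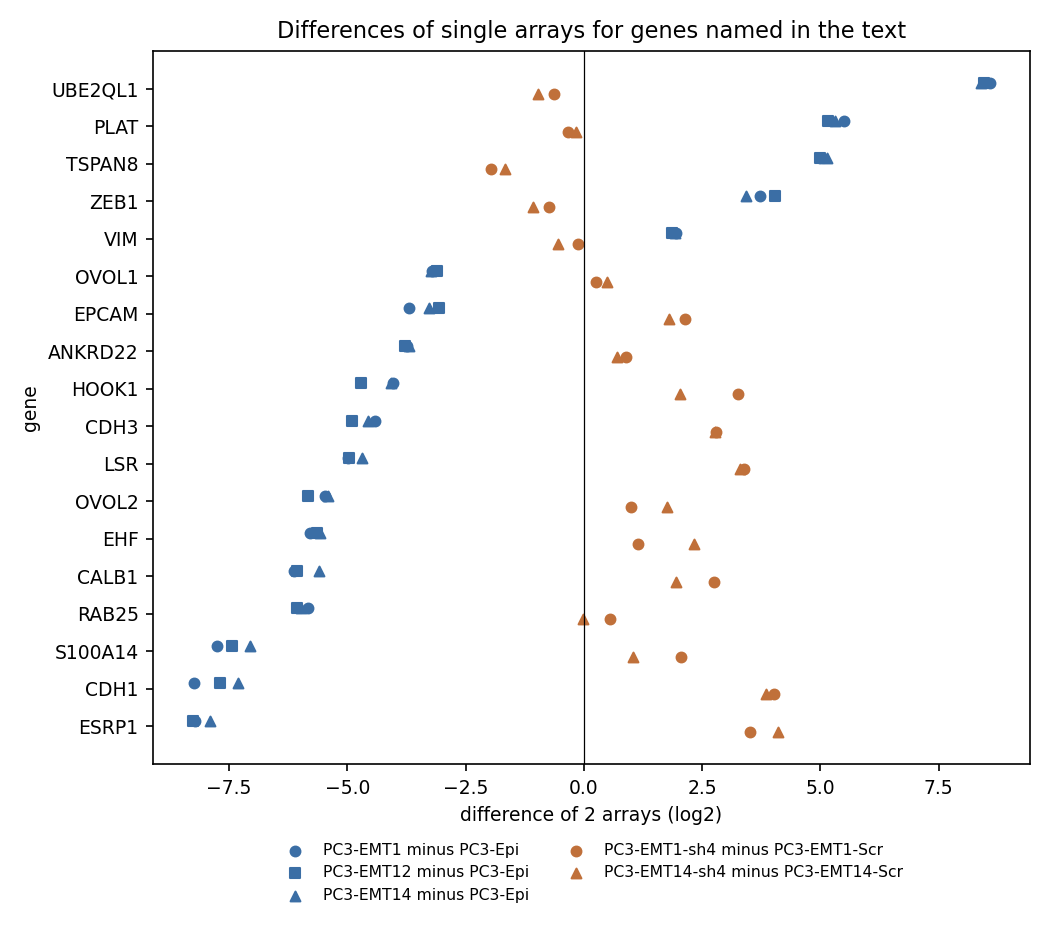
Differences of single arrays for 18 genes named in the text, with the log2 difference on the x axis and the gene on the y axis (blue, EMT lines minus PC3-Epi; orange, sh4 minus Scr within a line). CDH1 and ESRP1 lie furthest to the left among blue symbols and furthest to the right among orange ones, with means of 3.94 and 3.81 for sh4 minus Scr.

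camera placed the epithelial gene lists lower in the EMT lines. Of 24 measured junction genes, 18 fell and 6 did not pass (19 fell when adjusted over the list alone), with a median of -1.70 and a camera adjusted p = 5.94e-10, and adjusted p = 0.238 with an estimated correlation. They included the tight junction genes LSR (-4.88) and CLDN7 (-3.62) and the cadherin CDH3 (-4.63), whereas CLDN4 stood at 0.27 and CLDN1 at -0.17 without passing. Of 23 genes of epithelial proteases and trafficking, 19 fell and 21 when adjusted over the list alone, with a median of -2.49 (adjusted p = 2.74e-15, and adjusted p = 0.238 with an estimated correlation). The membrane serine proteases ST14 and PRSS8 fell by 4.87 and 4.32, and TMEM30B, a subunit of phospholipid flippases, fell by 4.87. Of 11 epithelial regulators, 9 fell, also when adjusted over the list alone (median -2.58, adjusted p = 5.59e-09, and adjusted p = 0.238 with an estimated correlation). Besides ESRP1, EHF and OVOL2, they included the grainyhead factors GRHL2 (-4.91) and GRHL3 (-2.58). Of 7 measured keratins, KRT4 (-2.50), KRT15 (-1.86) and KRT7 (-1.01) fell, with the same 3 when adjusted over the list alone, though KRT7 stood at -0.10 (adjusted p = 0.654) with the mean of its probe sets, and KRT8 stood at -0.61 without passing (list adjusted p = 0.00457, and adjusted p = 0.555 with an estimated correlation).

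The mesenchymal lists had calls in both directions, except for the EMT transcription factors, of which none fell. fry asks whether the genes of a list move on balance in 1 direction. It placed the EMT transcription factors (adjusted p = 0.00433), the mesenchymal cytoskeleton and adhesion list (0.00276), the extracellular matrix (0.0106) and the invasion list (0.0313) higher. camera called none of the 4. With no filter, camera called the mesenchymal cytoskeleton and adhesion list (adjusted p = 0.0436). With the filter and an estimated correlation, the camera adjusted p of that list was 0.537. Of 7 measured EMT transcription factors, ZEB1 alone passed, also when adjusted over the list alone. TWIST1 stood at 0.33 ± 0.14 (adjusted p = 0.135) and SNAI2 at -0.11 ± 0.22 (adjusted p = 0.735), and the next largest differences, none past the test, were those of ETS1 (-0.60), RUNX2 (-0.47) and TCF4 (0.43). SNAI1 and ZEB2 lay under the filter on dim genes on the untransduced arrays, with differences of -0.04 and -0.10 and no test. Of 23 genes of the mesenchymal cytoskeleton and adhesion, 12 rose and 3 fell, with the same counts when adjusted over the list alone (list adjusted p = 0.0838). SPARC, a matricellular glycoprotein, rose by 2.41 (adjusted p = 0.0482), but by 1.17 (adjusted p = 0.313) with 32 added to the linear values. The integrin ITGAV and the actin-binding caldesmon CALD1 fell by 1.76 and 1.70. Of 21 extracellular matrix genes, 7 rose and 3 fell (9 and 3 when adjusted over the list alone, list adjusted p = 0.167), among them fibrillin FBN1 (4.03), collagen COL6A2 (2.02), versican VCAN (-3.69) and thrombospondin THBS1 (-2.77). Of 13 genes of invasion proteases and their inhibitors, 6 rose and 2 fell (7 and 3 when adjusted over the list alone, list adjusted p = 0.117). PLAT led them, ADAMTS1 rose by 1.42, MMP9 fell by 1.60, and MMP1 stood at -1.95 (adjusted p = 0.053).

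Among the remaining lists, camera placed proliferation and hypoxia lower. Of 24 proliferation genes, 10 fell, TYMS rose and 13 did not pass (11 fell and 1 rose when adjusted over the list alone), with a median of -0.28 (adjusted p = 0.00273, and adjusted p = 0.442 with an estimated correlation). CENPF, a kinetochore protein, fell by 1.64, the topoisomerase TOP2A by 1.35, the spindle checkpoint kinase BUB1 by 1.25 and the proliferation marker MKI67 by 1.24. Of 15 hypoxia and glycolysis genes, 6 fell, ENO2 rose and 8 did not pass (8 fell and 1 rose when adjusted over the list alone), with a median of -0.53 (adjusted p = 0.0122, adjusted p = 0.0599 with fry, and adjusted p = 0.555 with an estimated correlation), led by NDRG1 (-2.10), EGLN3 (-1.39), ANKRD37 (-1.12) and PFKFB3 (-1.08). Of 20 genes of the TGF-beta and BMP pathway, 3 rose and 5 fell (4 and 5 when adjusted over the list alone, list adjusted p = 0.806). The ligand TGFB2 fell by 3.74, SKIL, which represses SMAD signalling, by 1.71 and the receptor TGFBR1 by 1.36, whereas LTBP1 rose by 2.08. Of 20 interferon response genes, 2 rose and 2 fell (1 and 2 when adjusted over the list alone, list adjusted p = 0.711), among them IFI44 (1.42), IFI44L (-1.82) and IFIH1 (-1.57), and OASL stood at 2.03 without passing. Of 15 cytokine genes, 2 rose and 1 fell (1 and 1 when adjusted over the list alone, list adjusted p = 0.279): IL1B rose by 3.95, CXCL3 by 1.54, and CXCL5 fell by 2.80, while IL24 stood at 2.07 without passing. Of 9 prostate lineage genes, HOXB13 rose by 2.33 and PMEPA1, TMPRSS2 and SLC45A3 fell by 2.40, 1.09 and 0.89 (1 and 4 when adjusted over the list alone, list adjusted p = 0.175). Of 15 genes of the unfolded protein and amino acid stress list, PPP1R15A (1.19) and XBP1 (0.68) rose (1 when adjusted over the list alone, list adjusted p = 0.588), and ATF3 (-1.42) and CHAC1 (0.90) did not pass. Of 11 reference genes, TFRC fell by 0.88 and SDHA rose by 0.54 (1 fell and 0 rose when adjusted over the list alone, list adjusted p = 0.806), with GUSB at 0.50 and YWHAZ at -0.38. With the mean of their probe sets, ANKRD37 (-0.37), IFI44 (0.50) and XBP1 (0.44) did not pass, and BUB1 (-0.60), EGLN3 (-1.27), IFIH1 (-0.51), SKIL (-0.88) and TGFBR1 (-0.79) lay under the filter and had no test. The median of the reference genes was 0.05, their mean was -0.03, and the median turned to -0.02 with cyclic loess.

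Because the lines came from cultures with macrophages, 22 macrophage markers on the array were examined. The lysosomal protein gene LAPTM5 was the 1 marker that passed the filter, at 0.29 above PC3-Epi (adjusted p = 0.249, 0 markers at an unadjusted p under 0.05 and 0 called by limma when adjusted over the list alone, list adjusted p = 0.675). The median over the 22 markers was 0.13, and 0 of them were 2-fold higher in all 3 lines.

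The effect of ZEB1 shRNA was examined by comparing sh4 with Scr within each line. ZEB1 itself was 0.74 lower in PC3-EMT1 and 1.07 lower in PC3-EMT14. It fell by 0.91 ± 0.15 (SE from limma over 6 arrays of both sets, n = 2 lines, adjusted p = 0.0422), or 1.87-fold. The 3 other ZEB1 probe sets stood at -1.44, -0.87 and -0.34. CDH1 rose by 3.94 ± 0.19 (4.02 and 3.85 in the lines, adjusted p = 0.000526), ESRP1 by 3.81 ± 0.19 (adjusted p = 0.000526), the tricellular junction gene LSR by 3.35 ± 0.12 (adjusted p = 0.000127) and the placental cadherin CDH3 by 2.78 ± 0.14 (adjusted p = 0.000526).

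IL23A, a cytokine subunit, rose by 2.96 ± 0.17, HOOK1, a linker of vesicles to microtubules, by 2.65 ± 0.33, the chemokine CXCL5 by 2.51 ± 0.19, COXFA4L3 by 2.36 ± 0.24, CALB1 by 2.35 ± 0.33 and EPCAM by 1.97 ± 0.13. OVOL2 rose by 1.37 ± 0.18 (1.00 and 1.75 in the lines, adjusted p = 0.0231) and ANKRD22 by 0.79 ± 0.13. EHF stood at 1.74 ± 0.42 (adjusted p = 0.101), OVOL1 at 0.37 ± 0.13 (adjusted p = 0.184) and VIM at -0.33 ± 0.14 (adjusted p = 0.268) without passing. EHF was still 2-fold or more higher in both lines (1.15 and 2.32) and is among the reversed genes counted below. OVOL1 stood at 6.39 and 6.03 in Scr of PC3-EMT1 and PC3-EMT14, close to the highest bacterial control of the transduced arrays (6.00). Among genes that passed, TSPAN8 fell the most, by 1.81 ± 0.23, followed by the urea transporter SLC14A1 (-1.71 ± 0.29), the growth factor receptor PDGFRA (-1.60 ± 0.20), the GABA-degrading enzyme ABAT (-1.59 ± 0.16), the annexin ANXA10 (-1.55 ± 0.20), complement component C5 (-1.55 ± 0.13), the signalling adaptor SH2D1B (-1.43 ± 0.12) and the antisense RNA SSTR5-AS1 (-1.38 ± 0.23). EHF, OVOL2, ANKRD22 and TSPAN8 again carry the study's own choice and are not independent evidence. IL23A and PDGFRA rest on 1 of their 4 probe sets each, and their means over all 4 were 0.69 (adjusted p = 0.058) and -0.39 (adjusted p = 0.176). The other CXCL5 probe sets stood at 0.31 and 0.40, and the other OVOL2 probe set at 0.29. The other EHF probe sets stood between 0.04 and 0.36. The other ANKRD22 probe set stood at 1.16 and was 2-fold or more higher in both lines. It went from 5.58 in Scr to 6.89 in sh4 in PC3-EMT1 and from 6.27 to 7.29 in PC3-EMT14. With the mean of probe sets SLC14A1 (adjusted p = 0.0739) and SSTR5-AS1 (0.0541) did not pass either, nor did SSTR5-AS1 after quantile normalization (0.0569). The mean of probe sets left the difference of SSTR5-AS1 unchanged at -1.38, so only its adjusted p moved there. A dimmer CDH1 probe set differed by 0.04. In Scr, CDH1 (5.61 and 5.89) and ESRP1 (4.51 and 5.05) lay under the highest bacterial control of the transduced arrays (6.00), as did at least 1 Scr array of LSR, HOOK1, CXCL5, CALB1, OVOL2, EHF and ANKRD22 and 1 or both sh4 arrays of SLC14A1, PDGFRA, ABAT and SH2D1B, so these sizes are taken against background.

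Across 16661 genes, 68 differed 2-fold or more in both lines, 46 higher and 22 lower, where independent lists would share 0.763 and 0.580. At a 1.5-fold limit the balance was even, with 159 higher and 161 lower. limma called 196 of 16662 genes with the line as a block, 115 higher and 81 lower, and 60 of the 68 were among them. The number of calls varied with the arrays fitted. With only the 4 transduced arrays, limma called 0 genes (2499 at an unadjusted p under 0.05, smallest adjusted p = 0.0512). In that fit, which stays within 1 set, the limma adjusted p was 0.236 for ZEB1 and 0.247 for OVOL2. Without Scr of PC3-EMT1 630 genes were called, and without sh4 of PC3-EMT14 41. With no line block 12 genes passed; of those named above, CDH1 (adjusted p = 0.0267), ESRP1 (0.0457), LSR (0.0181), CDH3 (0.00862) and SH2D1B (0.0493) did, and ZEB1 (0.163) and OVOL2 (0.123) did not. With 32 added to the linear values 4 genes passed, and ZEB1 (0.122) and ESRP1 (0.0956) did not. Adding 32 lifts every value above log2 5, so the filter on dim genes removed none in this setting.

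The sh4 and Scr differences of PC3-EMT1 and PC3-EMT14 correlated across genes with a Pearson r of 0.504 (Spearman rho 0.418); genes are not independent replicates. PC3-EMT14 had more 2-fold differences, 187 higher and 136 lower, than PC3-EMT1, with 68 higher and 71 lower. The difference between the lines was not tested, since each line has 1 array per vector.

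camera placed epithelial lists higher with sh4. Of 25 measured junction genes, 9 rose and 16 did not pass (12 rose and 2 fell when adjusted over the list alone), with a camera adjusted p = 5.59e-09, and adjusted p = 0.238 with an estimated correlation. Besides CDH1, LSR, CDH3 and EPCAM, CLDN7 rose by 1.20 and MARVELD2, a tricellular junction protein, by 1.18. Of 25 genes of epithelial proteases and trafficking, 4 rose and 13 when adjusted over the list alone (list adjusted p = 5.59e-09, and adjusted p = 0.238 with an estimated correlation): CDS1, an enzyme of phospholipid synthesis (1.75), TMEM30B (1.39), the protease inhibitor SPINT1 (1.05) and MAP7, a microtubule-associated protein (0.92). S100A14 stood at 1.54 (adjusted p = 0.0551). Of 9 epithelial regulators, ESRP1 and OVOL2 rose, and 4 when adjusted over the list alone (list adjusted p = 0.0495, and adjusted p = 0.537 with an estimated correlation). Without EHF and OVOL2, which the study picked on these arrays, the list was not called (adjusted p = 0.475). The median of the regulators was 0.31 in PC3-EMT1 and 0.08 in PC3-EMT14, where random lists ranged from -0.19 to 0.26. Of 11 keratins, KRT7 rose by 1.26 (0.41 with the mean of its probe sets, adjusted p = 0.127), and 5 rose when adjusted over the list alone (list adjusted p = 0.0495, and adjusted p = 0.537 with an estimated correlation), with KRT8 (0.66), KRT80 (0.62) and KRT18 (0.53) short of the test over all genes. The keratin median was 0.37 in PC3-EMT1 and 0.18 in PC3-EMT14, where random lists ranged from -0.15 to 0.23, and the list adjusted p was 0.0521 when EHF and OVOL2 were left out of the regulators.

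**Figure D3:**
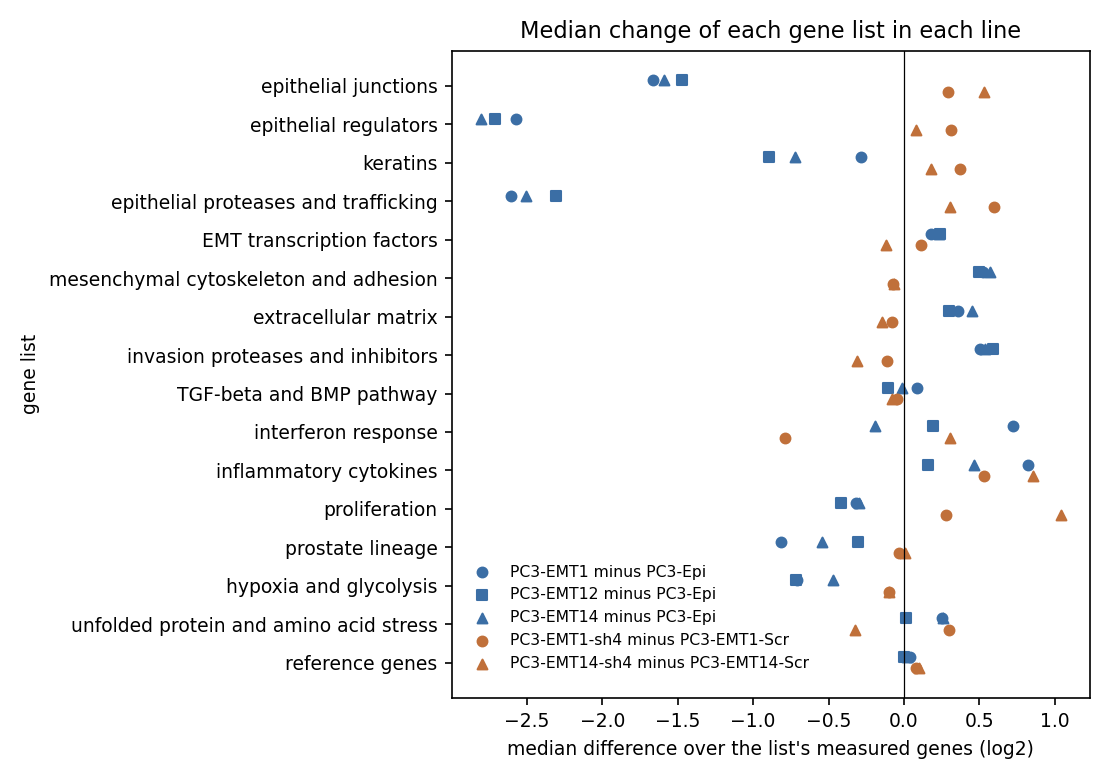
Median log2 difference over the measured genes of 16 gene lists, with the list on the y axis (blue, each EMT line minus PC3-Epi; orange, sh4 minus Scr in each of the 2 lines). Epithelial lists lie to the left of 0 for the EMT lines and to the right for sh4, and the interferon list lies at -0.79 and 0.31 for sh4 in PC3-EMT1 and PC3-EMT14.

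camera also placed the cytokine and proliferation lists higher with sh4. Of 18 cytokine genes, 7 rose and 11 when adjusted over the list alone (list adjusted p = 3.46e-09, and adjusted p = 0.442 with an estimated correlation). They were led by CXCL5, IL24 (1.99), CXCL3 (1.68) and CXCL1 (1.61), and included IL6 (0.96) and TNFAIP3 (0.93). With the mean of probe sets the IL24 difference was unchanged, but its limma adjusted p was 0.056. For the 24 proliferation genes limma called 0 over all genes (19 higher at an unadjusted p under 0.05) and 18 higher when adjusted over the list alone, with a median of 0.64 (list adjusted p = 3.73e-11, adjusted p = 0.219 with fry, and adjusted p = 0.555 with an estimated correlation). Their median was 0.28 in PC3-EMT1 and 1.04 in PC3-EMT14, and the largest values were those of MKI67 (0.97), CDC20 (0.90), AURKA (0.84) and BUB1 (0.83), none past the test over all genes.

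Mesenchymal lists showed few calls with sh4. Of 26 genes of the mesenchymal cytoskeleton and adhesion, PDGFRA and the ectonucleotidase NT5E (-0.97) fell, and 5 when adjusted over the list alone (list adjusted p = 0.0509). SPARC at -1.99 (adjusted p = 0.0596) and fibronectin FN1 at -0.97 (adjusted p = 0.124) did not pass. This list was called downward by fry (adjusted p = 0.0234) and by camera with no filter (adjusted p = 0.0272). With the filter and an estimated correlation, its camera adjusted p was 0.537. Of 18 genes of invasion proteases and inhibitors, MMP16 fell by 0.87 (adjusted p = 0.0744 with the mean of its probe sets; 1 rose and 2 fell when adjusted over the list alone, list adjusted p = 0.0122 downward, and adjusted p = 0.537 with an estimated correlation), with MMP10 (-0.67), PLAU (0.64) and MMP1 (-0.55) not called. For the 25 extracellular matrix genes limma called 0 (5 higher and 6 lower at an unadjusted p under 0.05, and 1 lower when adjusted over the list alone, list adjusted p = 0.224), with FBN1 (-0.69), DCN (0.62), COL4A2 (-0.62) and VCAN (0.61) at the largest values. Of 13 EMT transcription factors, ZEB1 was the 1 that passed, also when adjusted over the list alone (list adjusted p = 0.652, with a median of 1.07e-05 that turned negative under other scalings and a mean of -0.06), and TCF4 (-0.44), SOX9 (-0.40), TWIST1 (0.35), SNAI2 (0.20) and SNAI1 (-0.05) did not.

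For the 22 interferon response genes limma called 0 over all genes and 0 when adjusted over the list alone (5 lower at an unadjusted p under 0.05), and camera placed the list lower (adjusted p = 0.00283, and adjusted p = 0.756 with an estimated correlation). The lines went apart: the median was -0.79 in PC3-EMT1, where all 22 genes were lower, and 0.31 in PC3-EMT14, where 16 of the 22 were higher. OAS2 (-0.91), IFI44L (-0.88), IFI6 (-0.86) and IRF9 (-0.55) had the largest mean differences. Of 23 genes of the TGF-beta and BMP pathway, TGFB2 rose by 1.58 (0.79 with the mean of its probe sets, adjusted p = 0.0718) and ID2 fell by 1.21 (adjusted p = 0.0503 after quantile normalization; 2 and 1 when adjusted over the list alone, list adjusted p = 0.491), with INHBA at 1.00 and TGFBI at -0.55. Of 13 prostate lineage genes, HOXB13 fell by 1.02 (1 rose and 1 fell when adjusted over the list alone, list adjusted p = 0.673), with TMPRSS2 at 0.84, FKBP5 at 0.73 and PMEPA1 at -0.47. limma called 0 of 16 hypoxia and glycolysis genes (3 lower at an unadjusted p under 0.05, list adjusted p = 0.175), 0 of 15 unfolded protein genes (1 higher and 1 lower at an unadjusted p under 0.05, list adjusted p = 0.787), 0 of 19 macrophage markers (1 higher at an unadjusted p under 0.05, list adjusted p = 0.937) and 0 of 11 reference genes (0 at an unadjusted p under 0.05, list adjusted p = 0.675). Adjusted over the list alone, limma called ATF3 (0.74) and no other gene of these 4 lists. Their largest differences otherwise were those of ALDOC (-0.58), BNIP3 (-0.43), P4HA1 (-0.39) and ADM (0.31) for hypoxia, XBP1 (-0.36), ASNS (0.36) and HERPUD1 (-0.34) for the unfolded protein list, VSIG4 (0.31), LAPTM5 (0.30), CD74 (-0.28) and MSR1 (0.27) for macrophages, and ACTB (0.23), B2M (-0.19), PGK1 (-0.15) and GUSB (0.14) for the reference genes.

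Genes changed in the EMT lines were then set against the effect of sh4, a comparison in which the 2 differences share no array. Of 11907 genes measured in both, 46 were 2-fold or more different in all 3 EMT lines and 2-fold or more different in the opposite direction with sh4 in both lines. CDH1, ESRP1, LSR, CDH3, HOOK1, CXCL5, COXFA4L3 and CALB1 were reversed the most, all of them lower in the EMT lines and higher with sh4. The other CXCL5 probe sets stood at -2.24 and 0.17 in the EMT lines and at 0.40 and 0.31 with sh4. In all 38 genes went down and then up, where 2.21 were expected of independent lists (Fisher's exact test across genes, p = 4.38e-43), and 8 went up and then down, where 0.532 were expected (p = 1.82e-08), among them TSPAN8, ANXA10, C5 and SH2D1B. Among genes that passed the 2-fold rule in both comparisons, IL37 was higher and NEDD9 lower in both, the 2 that moved the same way. Genes are not independent replicates, so these p-values describe the overlap only. With a single pair of arrays, 72 genes were reversed in PC3-EMT1 and 115 in PC3-EMT14.

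**Figure D4:**
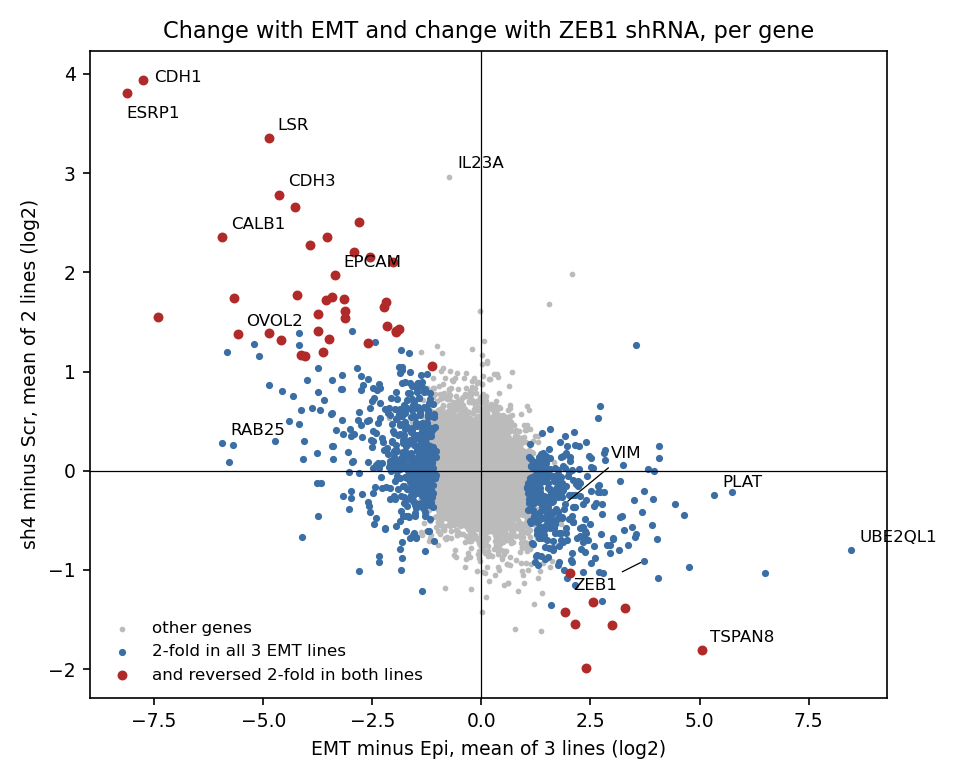
Each point is a gene measured in both comparisons, with the mean log2 difference of the 3 EMT lines from PC3-Epi on the x axis and the mean log2 difference of sh4 from Scr in 2 lines on the y axis (blue, 2-fold different in all 3 EMT lines; red, also reversed 2-fold in both lines). The 38 red points in the upper left and the 8 in the lower right are the reversed genes, and PLAT and RAB25 lie at -0.24 and 0.28 on the y axis.

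The change of most of the EMT genes was small beside the EMT difference. Of 924 such genes measured with sh4, 73.9% moved the opposite way, against 51.7% of the other genes, and the median gene regained 13.2% of its difference. Genes lower in the EMT lines regained a median of 9.40% (391 of 572 opposite) and genes higher in them lost 17.8% (292 of 352 opposite). Without the PC3-EMT14 pair 66.7% of the genes moved the opposite way. The sh4 differences lie on the transduced scale and the EMT differences on the untransduced scale, with highest bacterial controls of 6.00 and 4.56. The shares given here are therefore taken across 2 scales. After quantile normalization of the 8 arrays together the median share was 17.7%. Several of the largest EMT differences moved little with sh4: CAMK2N1 by 0.09, EPB41L3 by -0.22, PLAT by -0.24, S100A9 by 0.26, RAB25 by 0.28 and GRHL2 by 0.24, none past the test where one was run. RAB25 and CAMK2N1 lay under the highest bacterial control (6.00) in Scr and sh4 alike. Others passed in the opposite direction: LCN2 rose by 1.20 of its 5.83 (adjusted p = 0.032), and HSD17B2 fell by 1.03 of its 6.49 (0.0231), TMEM200C by 0.97 of its 4.76 (0.0422, but 0.170 with the mean of its probe sets) and UBE2QL1 by 0.80 of its 8.47 (0.0422, but 0.0503 after quantile normalization and 0.058 with the mean of its probe sets).

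Scr was compared with the untransduced line to measure what the control vector alone went with. limma called 14708 of 16662 genes, of which 98.4% were higher in Scr, and the median difference was 1.26, or -0.69 after each array was centred on its median, when 15.9% of 11773 called genes were higher. Relative to other genes, proliferation genes stood lower (adjusted p = 5.12e-26, and adjusted p = 0.537 with an estimated correlation) and macrophage markers stood higher (adjusted p = 0.0395, and adjusted p = 0.537 with an estimated correlation). All Scr arrays belong to the set with the higher scale, so the effect of transduction and that of the separate scaling cannot be told apart, and no single gene is reported from this comparison.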

Values the study reported

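The study took as its EMT signature 867 genes with at least a 2 fold difference from PC3-Epi in each of the 3 mesenchymal lines. It matched this signature to the genes that differed in sh4 cells and reported 50 genes as shared. On immunoblots it described a marked fall of ZEB1 protein with sh4 together with more E-cadherin. Its quantitative PCR put the ZEB1 transcript of PC3-EMT14 at more than 20 times the PC3-Epi level. OVOL1 missed the study's 2-fold limit on the arrays with ZEB1 knockdown. By quantitative PCR the study reported it as strongly raised after ZEB1 silencing.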

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

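The thresholds for calling the lines apart, which were opposite medians outside the range of random lists for a list and, for a named gene, opposite directions with a 2-fold gap, were chosen only after the result was seen; the test of the interferon pattern was chosen before, but its conditions for a label were made stricter after. The interferon response list was marked because the lines moved apart with sh4, with a median log2 difference from Scr of -0.79 in PC3-EMT1, where 0 of 22 genes were higher, and 0.31 in PC3-EMT14, where 16 were. The unfolded protein and amino acid stress list went the other way, with medians of 0.30 in PC3-EMT1, where 14 of 15 genes were higher, and -0.33 in PC3-EMT14, where 2 were. ADRB1 was the 1 named gene that met both conditions, at -0.42 in PC3-EMT1 and 0.93 in PC3-EMT14. Over all genes, 188 had differences 2-fold or more apart between the lines, among them EHF (1.15 and 2.32), HOOK1 (3.27 and 2.04), SLC14A1 (-1.09 and -2.33) and S100A14 (2.06 and 1.03), which kept 1 direction. Each line has 1 array per vector, so none of these differences between the lines was tested.

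An interferon response in the Scr array of PC3-EMT1 was weighed for the interferon pattern. It predicts a wider gap between the lines in Scr than in the untransduced parents. The median gap, PC3-EMT1 minus PC3-EMT14, was 0.89 in the untransduced lines, 1.75 in Scr and 0.62 in sh4, so that the Scr gap exceeded the parental one by 0.86. Each gap compares single arrays and the genes of the list move together (estimated correlation 0.85), so this value has no measure of the spread between samples. The Scr array of PC3-EMT1 does not enter the difference in PC3-EMT14, so it leaves the median of 0.31 there unexplained. With 1 array per line and vector, such a response and a difference between the lines in their response to ZEB1 shRNA cannot be told apart.

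Probe sets with no gene symbol or several were outside the comparisons of genes, and some of them differed as well. Of 3320 such probe sets past the filter, 226 differed 2-fold or more in the same direction in all 3 EMT lines, 47 higher and 179 lower. This is 6.81%, beside 7.85% of the named genes. With sh4, 14 differed 2-fold in both lines, and 7 were reversed.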

How the results depend on the processing

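The alternatives named here were planned, except for the lists without EHF and OVOL2, chosen only after the result was seen. Which direction held more genes stayed the same for EMT against PC3-Epi and for reversed genes, and changed for sh4 against Scr and Scr against EMT as given below. List medians were recomputed under the scalings only, where 3 near 0 changed sign: the reference genes in the EMT lines (0.05 to -0.02 with cyclic loess), and the EMT transcription factors (1.07e-05 to -0.06) and macrophage markers (0.02 to -0.04) with sh4. The counts of EMT against PC3-Epi stayed within 1.5 times the reported 936 and 3496 without the filter, with the filter at log2 7, with the mean of probe sets and under median centring, quantile normalization and cyclic loess. With every probe set counted separately they were 1784 and 6563, by construction a longer list. With 32 added, which shrinks differences of dim genes and lifts all genes past the filter, 548 genes were 2-fold different. At 1.5-fold and 3-fold limits the counts were 2475 and 373. Leaving out 1 EMT line gave 1841 (without PC3-EMT14) to 4411 (without PC3-EMT12) called genes.

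For sh4 against Scr, the 68 genes became 40 with the mean of probe sets, 117 with every probe set, 44 with 32 added, 320 (159 higher and 161 lower) and 18 (16 and 2) at 1.5-fold and 3-fold, and 139 and 323 with PC3-EMT1 or PC3-EMT14 alone. The 196 genes called with the line block became 12 with no replicate block and 4 with 32 added. With only the 4 transduced arrays they became 0 (limma, 2499 at an unadjusted p under 0.05). With the line as a random block 49 were called, but this fit used all 8 arrays, so the arrays and the block changed together. Leaving out 1 array gave 0 (without either untransduced array, which is the same fit of 4 arrays since a lone EMT array is fitted exactly) to 630 (without Scr of PC3-EMT1), where a lone array was assumed to vary like the other groups. The cause was not tested; on simulated data the fit of 4 arrays made 118 calls on average. Median centring moved the share of called genes that were higher with sh4 from 58.7% to 47.2%.

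The 46 reversed genes became 26 with the mean of probe sets, 73 with every probe set, 162 and 16 at 1.5-fold and 3-fold, and between 46 (without PC3-EMT14 among the EMT lines) and 115 (with the PC3-EMT14 pair alone) in leave-one-out. The share of EMT genes that moved the opposite way lay between 66.7% and 75.3% in leave-one-out. The median share of the difference regained lay between 9.69% (without the PC3-EMT14 pair) and 17.7% (quantile normalization). Of the 46 reversed genes, 45 kept the rule after median centring, 44 after quantile normalization, 44 after cyclic loess and 32 with 32 added.

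For Scr against EMT, the 14708 called genes became 9261 with the filter at log2 7, 37289 with every probe set, 8243 after quantile normalization and 8690 after cyclic loess, and the share higher in Scr moved from 98.4% to 45.0% and 49.2% under the last 2, by construction of the scaling. The 14 called list tests of the other comparisons became 0 with an estimated correlation (5 at an unadjusted p under 0.05). They became 15 with fry and 15 with no filter. The estimated correlation lay under the preset 0.01 for epithelial junctions in the EMT lines (-0.04) and with sh4 (-0.003). The same held for epithelial proteases and trafficking (-0.01 and -0.02) and epithelial regulators (-0.05 and -0.09). For these lists a higher correlation was therefore not what removed the call. The estimate lay above 0.01 for other lists, such as proliferation (0.85) and interferon (0.85) with sh4. The cause was otherwise not tested. With no filter the keratins with sh4 lost their call (0.134), and the mesenchymal list gained one upward in the EMT lines (0.0436) and downward with sh4 (0.0272). fry did not call sh4 proliferation (0.219), interferon (0.615), invasion (0.161) and keratins (0.0517) or EMT hypoxia (0.0599), and called in their place EMT transcription factors, mesenchymal, extracellular matrix and invasion lists upward and prostate lineage downward in the EMT lines, and the mesenchymal list downward with sh4 (0.0234). The TGF-beta and BMP list of the EMT lines, not called, was down with camera and up with fry (0.762). Without EHF and OVOL2, 12 list tests were called, and the epithelial regulators (0.475) and keratins (0.0521) with sh4 were not. Among the genes named in the report or leading a list, 16 of EMT against PC3-Epi and 35 of sh4 against Scr lost their call with 32 added, 11 and 10 with the mean of probe sets, and 0 and 3 after quantile normalization. Under the same 3 settings 1 and 0, 2 and 2, and 3 and 2 gained a call. After quantile normalization these included MMP1 (adjusted p = 0.0480) and TCF4 (0.0487) in the EMT lines and S100A14 (0.0488) with sh4. MMP1 also passed with the mean of probe sets (0.0466), at an unchanged difference. Signal near the control probe sets limits the folds of genes that were switched off, such as CDH1 and ESRP1 in the EMT lines.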

Other observations

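The test of the ZEB1 share was chosen only after the result was seen, as were the genes in the last paragraph, and the test of the trend over gene density was chosen after the chromosome medians but before its own value was seen; the other tests were chosen before, but the conditions for a label were made stricter for ZEB1 and for copy number after the results were seen. sh4 regained a small part of the EMT difference, with a median of 13.2%. A narrower scale of the transduced arrays was tested by quantile normalization of all 8 arrays together, which gave 17.7%, under the bound of 30% set for this explanation, so the tables argue against the scale as the whole cause. A knockdown that lowered ZEB1 only in part was tested by the fall of ZEB1 as a share of its log2 rise, which was at most 28.6% in a line on the probe set used, but between 29.4% and 170% on the 3 other probe sets. The rise starts from background in PC3-Epi and the fall was measured on the separately scaled arrays, so the share leaves this explanation open, and control by factors other than ZEB1 was not tested.

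The differences of the EMT lines from PC3-Epi ran together along chromosomes. Of 1090 windows of neighbouring genes, 402 (36.9%) had a median outside the range of shuffled gene orders (-0.20 to 0.28), against at most 2.84% in 1000 shuffles (permutation p = 0.000999, the smallest they can give), and all 402 had the same direction in the 3 lines, which share the PC3-Epi array. With sh4, 4.81% of windows lay outside, also more than in every shuffle (at most 2.25%, permutation p = 0.000999). This was far fewer than in the EMT lines, but sh4 also changed far fewer genes (196 called against 3496). The comparison therefore cannot decide on neighbours that share regulation in general, and this explanation stays open. After a trend over gene density, gene length and signal level was removed, 19.3% (210 windows) lay outside, but 158 of these were among the 402, so the trend took away most of the pattern and does not account for the 158. A difference in gene copy number stays open, since the share of windows only restates the pattern and the direction followed gene density, with a median of -0.25 in the class of lowest density and 0.25 in that of the highest. Regulation of domains particular to the transition, GC content and RNA quality also stay open and were not tested.

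Some genes that differed 2-fold with sh4 in both lines lay outside the EMT signature, 16 of them among genes measured in both comparisons. Among those higher with sh4, CXCL1 stood at 1.61, CXCL3 at 1.68, IL24 at 1.99, PDLIM2 at 1.23, UPP1 at 1.18 and SPNS2 at 1.11. Among those lower, SESN3 stood at -1.35, PLA2G4A at -1.34, CHRM3 at -1.23 and LPAR3 at -1.19. Though outside the signature, CXCL3 passed the limma test in the EMT lines, where it was higher (1.54, adjusted p = 0.0459).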
